A study of Mus musculus with 6 samples. Its data were reported in "Loss of ARID3A perturbs intestinal epithelial proliferation–differentiation ratio and regeneration" (2024).

How the data were processed

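ATAC-seq was performed by the authors on crypts isolated from the intestine of 3 WT and 3 Arid3a cKO mice, collected 1 month after the first of 3 daily tamoxifen injections. The cells were treated with detergent to expose nuclei, tagmented with Tn5 transposase and amplified by PCR. The reads were processed by the authors with the nf-core ATAC-seq pipeline: adapters were trimmed with Trim Galore, reads were aligned to GRCm38 with BWA, alignments were filtered, regions on a blacklist were removed and narrow peaks were called with MACS with an effective genome size of 2.6 Gb. Peaks were called per sample and not on pooled replicates. No input control was described, so the caller took its background from the library itself.

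Each of the 6 deposited lists gives, for every peak, its position, a score, a fold, a −log10 p, a −log10 q and the offset of the summit. The score deposited by the authors is 10 times the −log10 q without its decimals. The fold enrichment deposited by the authors is the ratio of the pileup at the summit to the local background, and the −log10 p and −log10 q values of the authors come from a Poisson model of that background. The lowest −log10 q per list was 1.30 to 1.31. Fold, score, p and q are the authors' values for single peaks. They were used only to describe, rank or filter peaks within a list, and were not tested between samples.

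Samples were grouped by the genotype in their labels. No 2 of the 15 pairs of lists were identical. Peaks on chromosomes 1 to 19, X and Y were kept, and the 61 to 92 peaks per list on the mitochondrial genome and unplaced sequences were left out, 0.105% to 0.227% of a list. The genome sequence was GRCm38.p6 and genes came from GENCODE M21 on the same build. The largest peak end of each of the 21 chromosomes lay within its reference length. Coordinates are 1-based. Scripts ran under Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and sequences were aligned with blastn 2.17.0.

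Depth was estimated from the lists. The caller computes fold as (pileup + 1) / (background + 1) and p as the Poisson chance of a larger pileup, so the pileup that satisfies both columns must be a whole number. A whole pileup was found for 100% of 4000 peaks sampled from each list with −log10 p up to 100. When −log10 p was shifted by a small random amount, one was found for at most 0.025% of peaks. The commonest background value of a list was taken as its coverage. It was shared by 137 to 643 of the 4000 sampled peaks, fewest in WT 1, against at most 22 for the next commonest value. The caller applies the genome-wide background as a minimum, and 0 sampled peaks had a lower value in any list. It was 2.11, 1.82 and 2.01 fragments per base in WT 1, 2 and 3 and 2.29, 1.75 and 2.18 in cKO 1, 2 and 3. This is an inference from the lists, and total read numbers were not used here. Intervals on shares of peaks are 95% Wilson intervals and cover counting error only. A share of 0 was given the upper limit of 3 counts.

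For each list, the number of peaks, the bases covered, the share of promoter peaks, the A+T content from 100 bp before to 100 bp after the summit and the share of peaks with each of 9 consensus motifs were computed. The motifs taken from the study included AP-1 (TGASTCA), HNF4 (CAAAGTYCA) and ARID3 (ATYAAA), and CDX, GATA, CTCF, KLF and TCF sites served for comparison. A further motif, which stays counted in every adjustment, and a gene from the list fixed in advance are not reported here. Sites were sought on both strands without mismatches. A consensus search is not a footprint: it does not show that a factor was bound. Group means were compared by an exact two-sided permutation test over all assignments of the 6 samples, whose smallest p is 0.1.

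Lists were merged into consensus peaks wherever they overlapped by at least 1 base, and a consensus peak was present in a sample with any peak in it. cKO-only peaks were called in 3 of 3 cKO and 0 of 3 WT samples, and WT-only peaks the reverse. Their motif counts were compared by Fisher's exact test over peaks, with Benjamini-Hochberg adjustment over 9 motifs and a threshold of 0.05. A+T content was compared by a permutation test over peaks with 100000 resamples. Each set result was also computed for all 10 splits of the 6 samples into 3 and 3. Marker lists held 34 absorptive, 34 secretory and 30 stem and proliferation genes, all found in the annotation, and were compared by the nearest TSS within 50 kb. The text names the 5 peaks of each set whose lowest within-list rank by fold over the 3 samples was highest, and 19 genes listed in advance.

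Groups, tests, motifs, gene lists, named items and alternatives were fixed before the data were examined. The alternatives were peaks with −log10 q of at least 5, lists of equal length, chromosomes 1 to 19 only, overlap counted in peaks or by 50% of windows of 501 bp around summits, sets needing at least 2 of 3 samples, whole peaks in place of summit windows, looser consensus sites, odds ratios stratified by 10 classes of GC content, peaks over 1000 bp from every TSS, a wider promoter, a TSS limit of 10 kb, a replicate block, and each sample left out in turn. Odds ratios with an empty cell had 0.5 added to each count, as did those of the gene lists throughout.

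The set and motif steps were tested on simulated data. In 20 simulations of 20380 peaks with 300 cKO-only and 80 WT-only peaks planted, 100% of the planted peaks of each set were found. Planted peaks were put in every list of their genotype and in no other, so this checks the merging and counting only. With each list missing 10% of the shared peaks, 14.6 shared peaks per simulation were wrongly counted as cKO-only and 15.9 as WT-only. The loss was equal and independent across lists, while the real lists held 40492 to 58297 peaks. These counts therefore do not estimate the false members of the real sets. A simulated AP-1 share of 5% in cKO-only and 20% in other peaks was called in 18 of the 20 simulations, and 1 of 160 tests of unchanged motifs was called. Sites implanted in random sequence were found in 100% of cases for each of the 9 motifs, and 100% of 1000 simulated pileups were recovered.

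The lists limit the comparisons in 3 ways. A peak is present or absent at the caller's threshold, so a change in signal inside a peak called in both genotypes is not seen. List length depends on depth and on signal over background as well as on chromatin. Signal tracks, read counts per peak and footprint scores were not analysed here.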

Results

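Chromatin accessibility was measured by ATAC-seq in crypts of the mouse intestine. In ATAC-seq a transposase cuts and tags DNA where chromatin is open, and a peak is a stretch of the genome where more tagged fragments align than the background explains. Crypts are the pits of the intestinal epithelium that hold the stem cells and dividing progenitors. The series held 6 samples, 3 from wild-type (WT) mice and 3 from mice with a conditional knockout of Arid3a (cKO). Arid3a encodes a transcription factor that binds DNA rich in A and T. All animals received tamoxifen on 3 consecutive days and were collected at 1 month after the first dose. The design asked how the loss of Arid3a changed chromatin accessibility, and which transcription factor motifs lay in the chromatin that changed. The values came from 1 list of called peaks per sample. Read counts per peak were not used here, so the comparisons are of where peaks were called and not of how many reads each peak held.

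The targeted gene was examined first. Arid3a (ENSMUSG00000019564.12) lies on chromosome 10 from 79927043 to 79955018 on the plus strand of GRCm38. A promoter peak was called in 3 of 3 WT and 3 of 3 cKO samples. The number of peaks over the gene was 2, 4 and 4 in WT 1, 2 and 3 and 4, 2 and 4 in cKO 1, 2 and 3. The peak calls at this gene therefore did not separate the genotypes, and the labels were not checked by them. The segment removed by recombination was not identified here.

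The lists held between 40492 and 58297 peaks on chromosomes 1 to 19, X and Y. WT 1, WT 2 and WT 3 had 40492, 50704 and 55091 peaks, and cKO 1, cKO 2 and cKO 3 had 58297, 46415 and 51464. The mean was 48762 ± 7491 peaks in WT and 52059 ± 5963 in cKO samples (SD, n = 3 per genotype), and an exact two-sided permutation test of the difference gave p = 0.6. With 3 samples against 3, the smallest p this test can give is 0.1. Leaving out WT 1 moved this difference most toward WT, to −839 peaks. Peaks covered 35.3 ± 5.86 Mb in WT and 41.7 ± 7.51 Mb in cKO samples (SD, n = 3, exact permutation p = 0.3). Total read numbers were not used here. The background coverage implied by the fold and p columns of each list gave a measure of depth in their place. It ranged from 1.75 fragments per base in cKO 2 to 2.29 in cKO 1, which corresponds to 4.55 to 5.94 Gb of fragment sequence. Its mean was 1.98 ± 0.145 in WT and 2.07 ± 0.284 in cKO samples (SD, n = 3, exact permutation p = 0.7). WT 1 had the shortest list with an implied coverage of 2.11, above the 1.82 of WT 2 and the 1.75 of cKO 2. Peaks on chromosome Y were called in all 6 lists, from 10 to 20 per list.

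**Figure D1:**
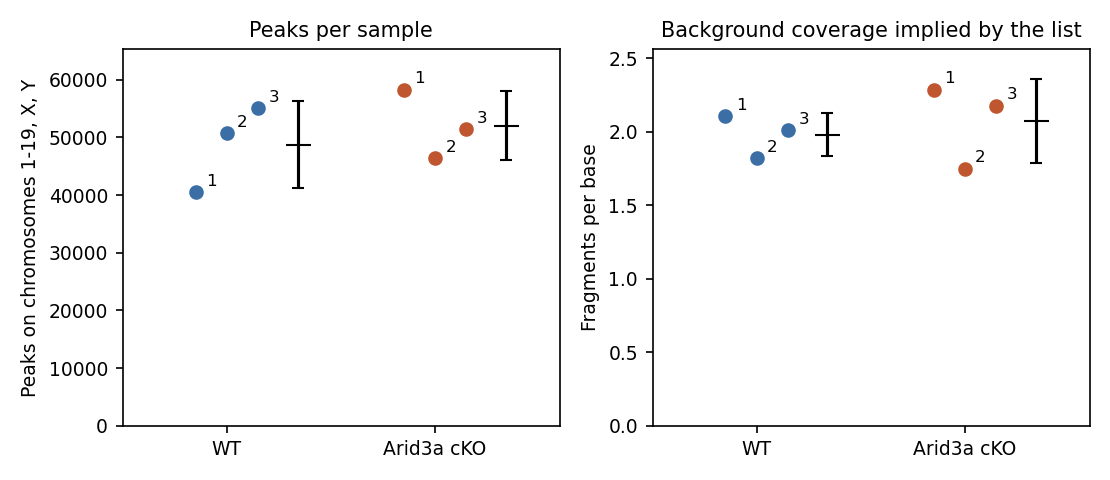
Peaks called per sample on chromosomes 1 to 19, X and Y (left) and background coverage in fragments per base implied by each list (right), for WT and Arid3a cKO crypts. Points are samples with their replicate numbers, bars show the mean ± SD of 3 samples, and WT 1 has the fewest peaks (40492) at an implied coverage of 2.11.

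The composition of the lists was compared to ask whether peaks lay in different places, or held different sequence, in cKO crypts. A summit within 1000 bp upstream or 100 bp downstream of an annotated transcription start site (TSS) counted as a promoter peak. Promoter peaks made up 28.5% ± 2.95 of WT and 26.6% ± 2.35 of cKO lists (SD, n = 3, exact permutation p = 0.5). The A+T content from 100 bp before to 100 bp after each summit averaged 45.6% ± 0.347 in WT and 46.1% ± 0.637 in cKO samples (SD, n = 3, exact permutation p = 0.3).

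Motif shares were the percentage of peaks with a consensus site in this window around the summit. Fos and Jun proteins form the AP-1 dimers that bind TGASTCA, where S is C or G. AP-1 sites were in 8.37% ± 0.604 of WT and 7.66% ± 0.176 of cKO peaks (SD, n = 3, exact permutation p = 0.2). Searching the whole peak in place of the summit window moved this difference most, from −0.707 to 0.571 percentage points, with an exact permutation p of 0.6. That search was not adjusted for peak width, whose list medians averaged 697 bp in cKO and 619 bp in WT samples. HNF4 sites were in 2.44% ± 0.160 of WT and 2.59% ± 0.172 of cKO peaks (SD, n = 3, exact permutation p = 0.4). ARID3 sites (ATYAAA, where Y is C or T) were in 14.2% ± 0.181 of WT and 15.2% ± 0.938 of cKO peaks (SD, n = 3, exact permutation p = 0.3). Over the 8 measures tested per list, which include the list length, covered bases, promoter share, A+T content and motif shares, the exact permutation p adjusted by the Benjamini-Hochberg method was 0.48 or more. The half-width of the 95% Wilson interval of 1 list was 0.219 to 0.260 percentage points for AP-1.

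Overlap between lists was compared to ask whether samples of 1 genotype resembled each other more than samples of the other. The Jaccard index, the bases shared by a pair of lists divided by the bases covered by either, averaged 0.648 over the 3 WT pairs, 0.663 over the 3 cKO pairs and 0.652 over the 9 mixed pairs. The mean within genotypes exceeded the mean between genotypes by 0.00361. An overlap difference as large was found for 4 of the 10 ways to part the 6 samples into 3 and 3 (exact one-sided permutation p = 0.4). Counted in shared peaks in place of shared bases, the difference was −0.00272.

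Merging the lists gave 71286 consensus peaks. Of these, 32748 (45.9%) were called in all 6 samples and 14878 (20.9%) in 1 sample only. Peaks called in every cKO and no WT sample numbered 331, and peaks called in every WT and no cKO sample numbered 79. They are named cKO-only and WT-only peaks here, although a peak that missed the calling threshold can still be accessible. Of the 10 splits of the 6 samples, 5 had at least as many peaks in their 2 sets together (410 for the split by genotype), the split by genotype included. The largest total, 1582, came from setting WT 3, cKO 1 and cKO 3 against the rest, which are the 3 longest lists by covered bases. With every list shortened to its 40492 peaks of largest −log10 q, 265 peaks were cKO-only and 146 were WT-only. Their total of 411 was reached or exceeded in 2 of the 10 splits. Leaving out cKO 2 raised the cKO-only count to 1819, and leaving out WT 1 raised the WT-only count to 669, above the 419 cKO-only peaks then found.

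**Figure D2:**
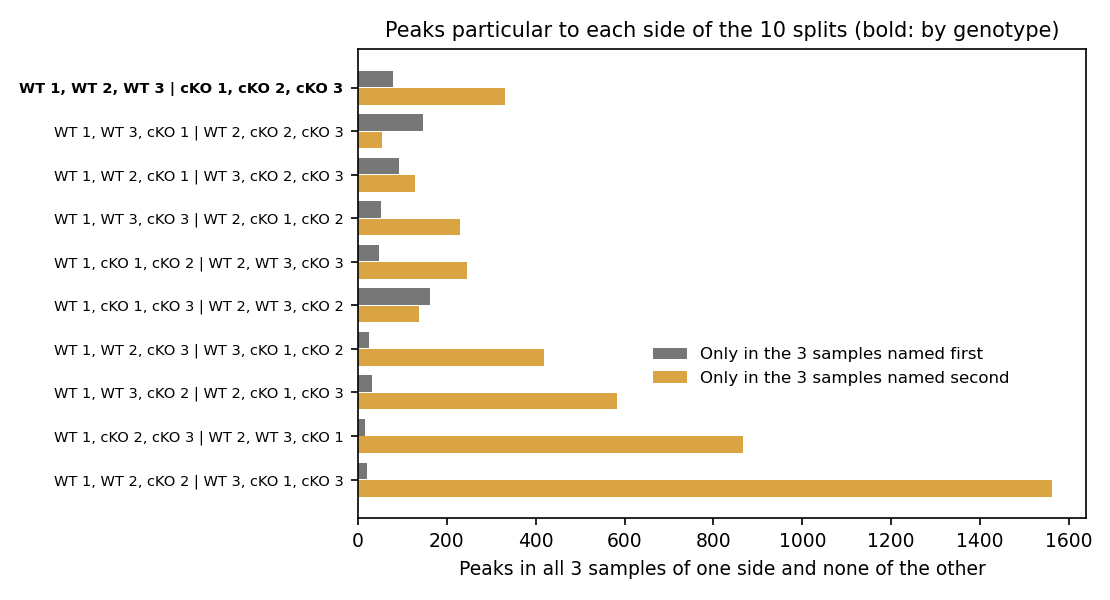
Number of consensus peaks called in all 3 samples of one side and in none of the other, for each of the 10 splits of the 6 samples into 3 and 3. The split by genotype (bold) has 79 WT-only and 331 cKO-only peaks, and the split with the largest total has 1582.

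Most of these peaks were weak and lay away from promoters. The authors' fold enrichment of each peak was used only as a rank within its own list. The median percentile of fold within a list was 24.0 for cKO-only peaks and 13.1 for WT-only peaks, against 66.4 for peaks called in all 6 samples. Promoter peaks made up 22 of 331 (6.65%) cKO-only and 8 of 79 (10.1%) WT-only peaks, against 36.9% of the peaks in all 6 samples. The summits of 164 cKO-only peaks lay in introns and 122 between genes. Among WT-only peaks these numbers were 42 and 28.

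Motifs were compared between the sets to ask which factors' sites lay in chromatin called open in only 1 genotype. AP-1 sites were in 16 of 331 cKO-only peaks (4.83%) and in 12 of 79 WT-only peaks (15.2%), against 8.11% of all consensus peaks. The log2 odds ratio was −1.82 (Fisher's exact test over peaks, two-sided, p = 0.00255, Benjamini-Hochberg adjusted p = 0.0229 over 9 motifs). Peaks are not replicates, and this test does not cover the spread between animals. Of the 10 splits of the samples, the split by genotype gave the largest AP-1 log2 odds ratio in size, and the next largest was 1.78. With lists of equal length, 12 of 265 cKO-only and 29 of 146 WT-only peaks had an AP-1 site, a log2 odds ratio of −2.39. In sets that needed at least 2 of 3 samples of 1 genotype and none of the other, the counts were 149 of 2378 and 128 of 889, a log2 odds ratio of −1.33. Leaving out cKO 2 gave the smallest difference, a log2 odds ratio of −0.82 with an adjusted p of 0.161 from Fisher's exact test.

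**Figure D3:**
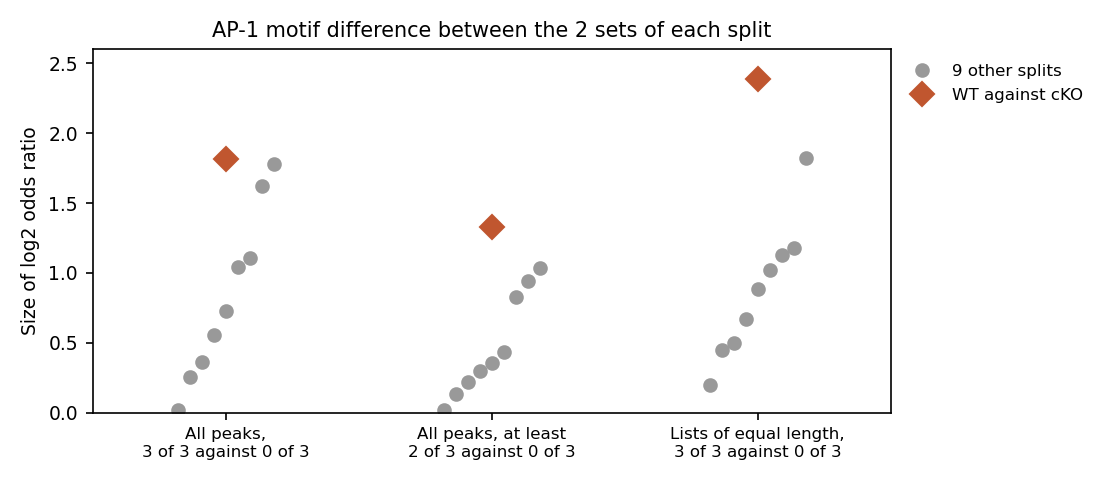
Size of the log2 odds ratio for an AP-1 site between the 2 sets of peaks of each split of the 6 samples, under 3 ways of making the sets. Diamonds are the split by genotype, with values of −1.82, −1.33 and −2.39 before the sign was dropped, and grey points are the 9 other splits.

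The ARID3 and HNF4 motifs, which the study also singled out, did not pass the threshold. By footprinting, the study placed motifs of ARID family members and of HNF4 on the cKO side. ARID3 sites were in 74 of 331 cKO-only (22.4%) and 12 of 79 WT-only peaks (15.2%), a log2 odds ratio of 0.68 (Fisher's exact test, adjusted p = 0.766). Of the 10 splits, 4 gave an ARID3 log2 odds ratio as far from 0. In the sets that needed at least 2 of 3 samples, ARID3 sites were in 538 of 2378 and 133 of 889 peaks (log2 odds ratio 0.73, Fisher's exact test, adjusted p = 3.83e-06), and 2 of the 10 splits gave one as large. HNF4 sites were in 10 of 331 cKO-only and 1 of 79 WT-only peaks, a log2 odds ratio of 1.28 (Fisher's exact test, adjusted p = 1), and 3 of the 10 splits gave a value as large. Among the 5 comparison motifs, the log2 odds ratios ran from −0.52 for CDX to 0.40 for TCF, with an adjusted p of 1 for each by Fisher's exact test. None of these motifs had an unadjusted p under 0.05. In the sets that needed at least 2 of 3 samples, however, GATA sites were in 886 of 2378 and 258 of 889 peaks (Fisher's exact test, adjusted p = 3.06e-05) and KLF sites in 468 and 226 of them (Fisher's exact test, adjusted p = 0.001002), so comparison motifs passed the threshold there as well.

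The A+T content around the summits averaged 51.6% ± 7.17 in 331 cKO-only peaks and 50.9% ± 7.23 in 79 WT-only peaks (SD over peaks), against 47.3% over all consensus peaks. The difference of 0.672 percentage points gave p = 0.455 in a permutation test over peaks with 100000 resamples, and 8 of the 10 splits gave one as large. With lists of equal length the difference was 2.08 percentage points (permutation p = 0.00431), and 6 of the 10 splits gave one as large.

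Lists of marker genes fixed before the data were examined were compared with the nearest TSS of each peak, within 50 kb, to ask whether peaks changed near genes of 1 epithelial lineage. Of 34 absorptive genes, 1 cKO-only and 1 WT-only peak lay near a member. No cKO-only or WT-only peak lay near any of 34 secretory genes, which allows a share of up to 0.906% of cKO-only and 3.80% of WT-only peaks. Near 30 stem and proliferation genes there was 1 cKO-only and no WT-only peak. The adjusted p was 1 for each list by Fisher's exact test. These counts are too small to show a difference between lineages.

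Promoter peaks at 19 genes named in advance were examined next. In 16 of them, Hnf4a, Hnf4g, Fos, Jun, Olfm4, Lgr5, Axin2 and Mki67 among them, a promoter peak was called in all 6 samples. At Mptx2 none was called. At Apoa4 it was called in 2 of 3 WT and 2 of 3 cKO samples, and at Lyz1 in 2 of 3 WT and 3 of 3 cKO samples. Clec2e (chromosome 6, 129091998 to 129100913, minus strand) and Slc30a10 (chromosome 1, 185454848 to 185468762, plus strand), which the study examined as targets of HNF4, had promoter peaks in 3 of 3 samples of each genotype. From signal tracks, the study reported that both promoters were more accessible in cKO than in WT, which the presence of a peak cannot test. Whether a promoter is called open or not did not separate the genotypes at these genes, and differences in signal within a called peak were not measured here.

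The 5 peaks of each set with the highest rank in their lists were fixed by rule for description. The first cKO-only peak lay on chromosome 1 from 24612793 to 24613605, with its summit at 24613117. The annotation places Gm28438 (ENSMUSG00000101939.1), an unprocessed pseudogene on the minus strand, at 24612775 to 24613119, so the summit lay 2 bp inside its start. Its −log10 q was 18793, 14933 and 20972 in cKO 1, 2 and 3, which was 8.71 to 15.4 times that of the nuclear peak of next highest pileup in the same list. No WT list had a peak there. The peak lies in a segment that matches the mitochondrial genome over 4654 aligned bases.

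**Figure D4:**
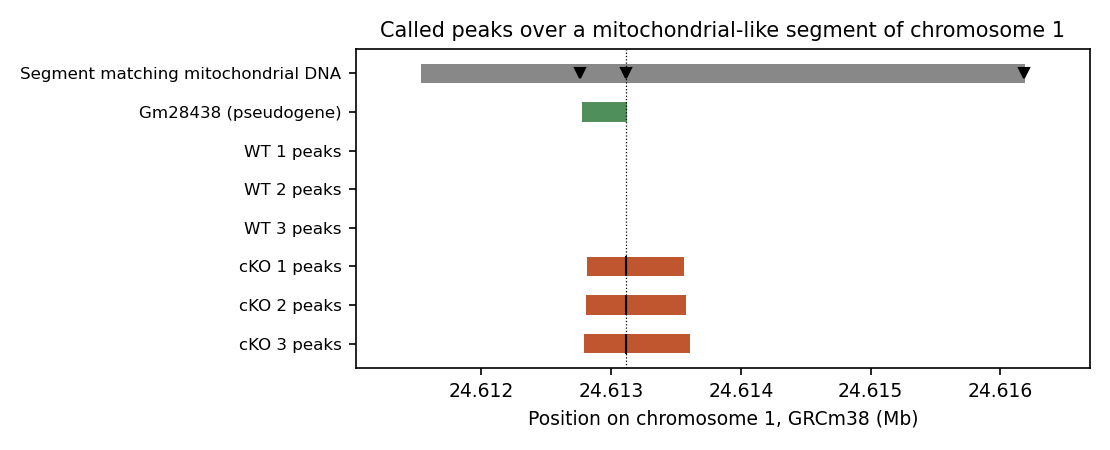
Map of the segment of chromosome 1 (GRCm38, position in Mb) that matches mitochondrial DNA, with its 3 differences from the mitochondrial reference as triangles, the pseudogene Gm28438, and the peaks called in each of the 6 lists. The 3 cKO lists each have 1 peak with its summit (black tick) at 24613117, and the 3 WT lists have none. The dotted line marks the base substitution at that position.

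The second lay on chromosome 6 from 128941658 to 128942325, in an intron of Clec2g (ENSMUSG00000000248.16), 7.58 kb from the nearest TSS. Its fold enrichment was 12.3, 8.37 and 11.4 in the 3 cKO lists. The third lay on chromosome 14 from 66007973 to 66009559, with its summit in an intron of Gulo (ENSMUSG00000034450.8), 199 bp from its TSS, and fold enrichments of 6.36, 7.20 and 5.93. The last pair lay between genes, at 4567850 to 4568340 on chromosome 16, 8.21 kb from the TSS of Tfap4, and at 40181344 to 40181750 on chromosome 7, 9.34 kb from that of Gm6851.

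Among the 5 WT-only peaks, 4 lay between genes. They spanned 71475754 to 71476032 on chromosome 1, 182012788 to 182013025 on chromosome 2, 46408193 to 46409062 on chromosome 1 and 9076605 to 9077048 on chromosome 3. The other lay in an intron of Hs3st4, at 124388921 to 124389437 on chromosome 7. Their fold enrichments in the 3 WT lists ran from 4.51 to 7.68. The peak starting at 46408193 held 2 AP-1 sites within 100 bp of its summit at 46408873. The nearer spans 46408893 to 46408899, and the plus strand from 46408883 to 46408909 reads AGTGAGACTATGACTCACAAGAAAAAG. Neither the other 4 WT-only peaks nor the 5 cKO-only peaks had an AP-1 site in the summit window.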

Values the study reported

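For its ontology analysis, the study chose the 5,000 peaks that varied most between WT and Arid3a cKO intestine. It took a ChromVAR variability score above 5 to mark factors with dynamic chromatin, and called accessible peaks different at an FDR below 0.05.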

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

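Every alternative reported in this part was planned before the data were examined. The counts over other splits of the samples for sets needing at least 2 of 3 samples and for lists of equal length were chosen after the main counts were seen. Over 21 results, 263 values were recomputed. In 208 of them the result kept its direction and its side of the threshold, or a count stayed within 1.5 times. The covered bases, the promoter share, the A+T content of the lists, the HNF4 and ARID3 shares of peaks and the absorptive gene comparison kept theirs under each alternative. For the per-sample measures and the overlap of lists this says nothing about a call, since the exact permutation test cannot go below 0.1 with 3 samples against 3. For gene lists it says little, since the counts with all peaks are 0 or 1. The secretory genes could be given no odds ratio, since both sets had 0 peaks near them. With at least 2 of 3 samples, the counts were 4 of 2378 and 2 of 889. Equal list length fixes the number of peaks per sample, so that had no value either.

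The AP-1 difference between cKO-only and WT-only peaks kept its direction under 15 alternatives, with log2 odds ratios from −2.43 to −0.82 and adjusted p from 1.22e-11 to 0.161. Under 2 it no longer passed the threshold. Stratified by GC content, the log2 odds ratio was −1.70 (95% interval −2.88 to −0.52), with an adjusted p of 0.0585. Across the 6 fits that each left out one sample it ran from −1.87 to −0.82, and the value without cKO 2 (−0.82) was the one that missed the threshold. Removing cKO 2 raised the cKO-only set to 1819 peaks. The cause was not tested.

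The ARID3 difference was not called with all peaks and passed the threshold under 5 of 15 alternatives. Its log2 odds ratio was 0.73 in sets needing at least 2 of 3 samples, 1.31 over whole consensus peaks, and 0.039 to 1.198 across the fits that left out one sample, passing without WT 1, WT 3 or cKO 2. Its adjusted p ran from 3.83e-06 to 1. Larger sets of peaks were tested in the first case, and the number of peaks also rises when a sample is left out. Over whole peaks the sets differed in width, with a median of 601 bp for cKO-only and 422 bp for WT-only peaks. A wider peak has more room for a site, and the odds ratio was not adjusted for width. The whole-peak value therefore does not separate site density from width.

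The set sizes moved as well. The WT-only count was 29 among peaks with −log10 q of at least 5 (282 cKO-only), 146 with lists of equal length and 889 in sets needing at least 2 of 3 samples. The cKO-only count was 2378 in the last case. Leaving out one sample gave 419 to 1819 cKO-only and 128 to 669 WT-only peaks, and fewer samples make the rule easier to meet. Without WT 1 the WT-only peaks (669) outnumbered the cKO-only peaks (419). The A+T difference between the sets was 2.08 percentage points with lists of equal length and 2.00 in sets needing at least 2 of 3 samples. It ran from −0.226 without WT 2 to 3.04 without cKO 1. Its permutation p over the alternatives was 1e-05 to 0.952, of which 1e-05 is the smallest that 100000 resamples can give. The cause was not tested.

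Several results reversed. The AP-1 share of peaks was 0.571 percentage points higher in cKO samples over whole peaks. This share was not adjusted for peak width, whose list medians averaged 697 bp in cKO and 619 bp in WT samples. The overlap difference was −0.00272 counted in peaks and ran from −0.0123 to 0.0253 across the fits without one sample. The difference in peak number ran from −839 without WT 1 to 6461 without WT 3. HNF4 between the sets reversed to −0.24 with a looser consensus. Under 14 of 15 alternatives it kept its direction and was not called, with values up to 2.51 for lists of equal length. In sets needing at least 2 of 3 samples, HNF4 sites were in 72 of 2378 and 15 of 889 peaks. The log2 odds ratio was 0.86 (Fisher's exact test, adjusted p = 0.056), and 4 of the 10 splits gave one as large. The stem and proliferation log2 odds ratio ran from −1.61 to 0.74 with one sample left out. Of the comparison motifs, none was called with all peaks. GATA passed the threshold under 2 alternatives, with log2 odds ratios of 0.54 in sets needing at least 2 of 3 samples and 0.94 without cKO 2, and its adjusted p ran from 3.06e-05 to 1 over all alternatives. KLF passed under 3, with −1.04 with lists of equal length, −0.48 in sets needing at least 2 of 3 samples and −0.56 without WT 1, and its adjusted p ran from 0.001002 to 1. KLF reversed to 0.22 and TCF to −0.29 at −log10 q of at least 5. CDX was 0.10 in sets needing at least 2 of 3 samples and 0.69 over whole consensus peaks. CTCF was −0.27 over whole consensus peaks, −0.17 with a looser consensus and −0.047 away from TSSs. With one sample left out, CDX ran from −0.47 to 0.17, CTCF from −0.79 to 1.23, KLF from −0.60 to 0.068 and TCF from −0.13 to 1.43. The cause was not tested for any of these.

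Samples of the 2 genotypes share replicate numbers, and the numbers were checked for pairing. The deviations of same-numbered samples from their group means over consensus peaks had correlations of −0.0979, −0.0125 and 0.0227. Differently numbered pairs ran from −0.103 to 0.111. No pairing by number was seen in the peak calls, which cannot exclude that the animals were paired. With the replicate number as a block, the exact sign-flip permutation p of the ARID3 share (difference 0.932 percentage points) was 0.25, the smallest that 3 pairs can give. With same-numbered pairs left out, the overlap difference was 0.000858. Neither p could pass the threshold with 3 pairs or with 3 samples against 3, so the block decides nothing about a call, and the sets of peaks were not compared with it.

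The sets hold mostly peaks of low rank in their lists, with a median percentile of fold of 24.0 for cKO-only and 13.1 for WT-only peaks. How far depth decides which of them are called was not separated from genotype.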

Other observations

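The tests of the chromosome 1 peak and of the depth and enrichment of WT 1 were chosen only after the result was seen. The remaining tests had their predictions written before their values were computed, although those of neighbouring DNA, mitochondrial matches and the other ways of making the sets were added after the main results were known. The enrichment of WT 1 was first compared with lists of equal length, and the comparison given here replaced that one after its value had been seen.

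The strongest peak that separated the genotypes lies in a nuclear copy of mitochondrial DNA. The segment from 24611535 to 24616188 on chromosome 1 (GRCm38) matches the mitochondrial reference from 6390 to 11042 in reverse orientation at 99.9% identity, with 3 differing positions. These are an insertion or deletion at 24612757, the substitution T9461C at 24613117 and the substitution A6393T at 24616185, 3 bp from the end of the segment. In these substitutions the mitochondrial base comes first, positions count from 1 on the mitochondrial reference, and the base of the nuclear copy comes last. Position 9461 lies in mt-Nd3 (9459 to 9806), and the copy of that gene is Gm28438. The plus strand of chromosome 1 from 24613097 to 24613137 reads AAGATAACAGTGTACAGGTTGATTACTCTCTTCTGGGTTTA, with the differing base at position 21. In all 3 cKO lists the summit of the peak lay on that base, 0 bp away, and the 3 WT lists held 0 peaks in the segment. Open chromatin at the pseudogene is argued against by the height of the peak. Its summit pileup, recovered from the fold and p columns, was 11510 to 17757 fragments, which is 6.94 to 12.5 times that of the next highest nuclear peak in the same cKO list. The pileup was instead 0.529 to 0.561 of that of the highest mitochondrial peak in the same list. A candidate explanation is that the cKO animals carried a mitochondrial genome with the base of the nuclear copy at position 9461 and the WT animals did not, so that abundant mitochondrial reads over that base aligned best to chromosome 1 (pileup ratio 0.529 at the lowest, summits on the differing base in 3 of 3 lists). Away from the 3 differing positions, the segment would attract no such reads because they match both places equally well. In all 6 lists the mitochondrial peaks left out the interval from 6466 to 10954. The same explanation predicts that reads of the WT animals over that base align to the mitochondrial genome. No WT list had a mitochondrial peak there, where the surrounding mitochondrial reads raise the local background, so the lists do not settle this point. Mitochondrial DNA passes through the mother, so this may reflect different maternal lines of the 2 genotypes and not an effect of losing Arid3a. In these 6 samples maternal line and genotype would coincide, and reads carrying the base were not analysed here, so the hypothesis was not tested on sequence.

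If the genotypes came from different lines, other peaks could differ by strain and not by Arid3a. DNA carried along with the targeted allele would be one form of this. Within 10 Mb of Arid3a, 3 of 864 consensus peaks (0.347%) were cKO-only or WT-only, against 0.578% elsewhere (Fisher's exact test, p = 0.499), and 15 of 2812 (0.533%) on the rest of chromosome 10. The 95% Wilson interval of the share within 10 Mb, 0.118% to 1.02%, holds the share elsewhere, so an excess due to carried DNA cannot be told apart from none with so few peaks. Reads shared with the mitochondrial genome are argued against as the cause of most such peaks, since only 1 of the 410 (0.244%), the peak described above, matched the mitochondrial genome over 100 bp or more. Strain differences spread over the genome were not tested.

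The 410 peaks called in 1 genotype only cannot be told apart from what the samples give without regard to genotype. As many or more were found in 5 of the 10 splits of the 6 samples. With lists of equal length, 2 of the 10 splits reached the total of 411 found by genotype. In either case 10 splits cannot give a share below 0.1. The imbalance of 331 cKO-only to 79 WT-only peaks fell to a ratio of 1.82 (265 to 146) with lists of equal length, and 4 of the 10 splits were at least that unequal. It moved the other way among peaks with −log10 q of at least 5, with 282 cKO-only and 29 WT-only peaks, and it reversed without WT 1, with 419 cKO-only and 669 WT-only peaks. That last comparison is unequal, since a WT-only peak then needs fewer samples than a cKO-only peak. Sets needing at least 2 of 3 samples, which do not require a peak in WT 1, held 2378 cKO-only and 889 WT-only peaks. In that setting 6 of the 10 splits were at least as unequal. Whether the direction of the imbalance depends on WT 1 is therefore not settled. Unequal list length may account for part of the imbalance. Whether depth accounts for the rest cannot be told apart from genotype, since shortening a list does not equalise its depth. A biological change in accessibility stays open and was not tested.

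AP-1 sites were scarcer in cKO-only than in WT-only peaks, and AP-1 was the only motif reported here that passed the threshold with all peaks. Base composition as the whole cause is argued against by the log2 odds ratio stratified by GC content, −1.70 (95% interval −2.88 to −0.52, adjusted p 0.0585, which no longer passed the threshold), and unequal list length by its value with lists of equal length, −2.39 (adjusted p 1.39e-05, in a range of 1.22e-11 to 0.161 over all alternatives). The split by genotype gave the AP-1 log2 odds ratio farthest from 0 among the 10 splits, so that 1 of 10 was as large, and the same count of 1 of 10 was found in sets needing at least 2 of 3 samples and with lists of equal length. The 3 counts come from the same libraries and are not independent. AP-1 was not alone in them. The further motif that is not reported here is left out of this comparison, so AP-1 cannot be called the only such motif in any setting. In sets needing at least 2 of 3 samples, GATA (log2 odds ratio 0.54) and CTCF (0.63) also had 1 of 10 splits as large. GATA and KLF (−0.48) passed the threshold there, as did KLF (−1.04) with lists of equal length, so these settings also gave calls for motifs included only for comparison. With all peaks the margin was small, 1.82 against 1.78 in size for WT 3, cKO 1 and cKO 3 against the rest. The study's footprinting of the reads found Fos and Jun motifs enriched in WT, and its ChromVAR variability scores ranked them in the top 2. The AP-1 direction found here is the same, but it comes from the same libraries and is not independent. Lower accessibility at AP-1 sites after loss of Arid3a remains a hypothesis on these lists. The samples, 3 against 3, cannot exclude the grouping by chance, and without cKO 2 the log2 odds ratio was −0.82 and not called. A difference in A+T content was less particular to genotype: with lists of equal length cKO-only peaks were richer in A+T by 2.08 percentage points, and 6 of the 10 splits gave a difference as large.

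WT 1 had the shortest list, 40492 peaks. Low depth in fragment bases is argued against by its implied background coverage of 2.11, since WT 2 (1.82) and cKO 2 (1.75) had lower coverage and more peaks. Coverage rises with fragment length as well as fragment number, and fragment length was not examined, so a lower number of fragments is not excluded. Lower enrichment over background is a candidate explanation. Among the 10000 peaks with the largest −log10 q in each list, the median fold was 9.92 in WT 1 and 10.3 to 13.2 in the other 5 lists. The margin to cKO 3 (10.3) was small. Among the other 5 lists, this median fold did not follow list length. It was 13.2, 12.9, 11.4, 12.1 and 10.3 in WT 2, WT 3, cKO 1, cKO 2 and cKO 3. In the same order, the lists held 50704, 55091, 58297, 46415 and 51464 peaks. The share of reads in peaks was not analysed here. Because the list of WT 1 belongs to the WT group, it limits which peaks can be called in every WT sample. Without WT 1 the WT-only count rose from 79 to 669. No biological explanation was tested for the short list of WT 1.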
